A study of Mus musculus with 8 samples. Its data were reported in "MMP14 cleaves PTH1R in the chondrocyte-derived osteoblast lineage, curbing signaling intensity for proper bone anabolism" (2023).

How the data were processed

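Single-cell RNA sequencing was performed on cells released from the tibiae of adult mice at postnatal day 56 (8 weeks). Per the series description, the mice carried Col10a1-Cre, a Cre-dependent tdTomato reporter at Rosa26, 1 floxed Mmp14 allele and a GFP transgene under the 2.3 kb Col1a1 promoter. Col10a1-Cre acts in hypertrophic chondrocytes (HCs), so that HCs and their descendants express tdTomato, and the GFP transgene marks osteoblasts. The tdTomato transcript ends in a viral element, WPRE, which is detected more readily than tdTomato itself by sequencing from the 3' end of transcripts. Per the series description, cells of 3 mice were pooled. The 8 labelled samples are of 1 group, and the deposited matrices hold their barcodes with no mark of the sample or mouse. They were therefore treated as 1 sample, and no test, standard error or p-value was computed from cells.

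The deposited values are raw counts of unique molecular identifiers (UMIs) per gene and barcode, made by the authors with Cell Ranger 3.1.0 per the file headers, from an alignment to mouse genome mm10 and to exogenous sequences. The annotation release is not given in the sources used here. The mouse matrix holds 31053 genes and 12564 barcodes, and its lowest total is exactly 500 UMIs per barcode. The matrix of exogenous sequences holds 98 features, of which 92 are ERCC spike-ins, over 6794880 barcodes. Of the gene identifiers, 30934 were found in GENCODE M21 (GRCm38, the assembly of mm10), from which coordinates were taken.

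Barcodes with at least 1600 genes, which is the study's floor, and at most 20% mitochondrial UMIs were kept. The study gives no value for its mitochondrial and ribosomal limits, so that 20% was set here and no ribosomal limit was used. Counts were scaled to 10000 UMIs per cell and log-transformed. The 2000 most variable genes, chosen without the Mmp genes, Pth1r, Ptprc, Ibsp, Car3, Postn, Igfbp5, Col3a1, Top2a, Mki67, Birc5 and the mitochondrial genes, gave 30 principal components, and a graph of 15 nearest neighbours was clustered with leidenalg 0.10.2 at resolution 1. Pth1r, Mmp13 and Car3 are among the leading genes of clusters named below and did not shape them. Of the ranked genes described below, only Col3a1 was left out in this way. Clusters were named from 271 marker genes listed before the data were examined, of which 269 were in the files. A cluster took the name of the class with more markers than any other among its 10 leading genes, provided that at least 3 markers of that class were raised 2-fold and seen in 25% of its cells. This scoring, with ties left unnamed, was settled after the clusters had been seen.

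Clusters in which at least 50% of cells held a Ptprc UMI were left out as blood, and so were clusters named as a blood cell type. The name alone left out 2 erythroid clusters of 288 cells, in which 16.2% and 16.5% of cells held a Ptprc UMI. A Ptprc limit of 25% had been fixed before the data were examined. It was replaced after the clusters were seen, because the mature osteoblast cluster lay exactly at it, with 8 of 32 cells. Comparison values that moved under the 25% limit, and genes that changed sign, are given in the closing section. Endochondral cells were those of the chondrocyte, hypertrophic chondrocyte and osteogenic clusters. As in the study, a cell with more than 14 WPRE UMIs was called HC-derived. The threshold makes classes out of a continuous count, and 9 of the osteogenic cells held 10 to 19 WPRE UMIs.

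UMIs were summed over the cells of a class and given as counts per 1000000 UMIs (CPM) with exact Poisson 95% intervals. Ratios of CPM were given as log2 ratios with exact conditional 95% intervals, with a ratio stratified over clusters given an interval from 10000 Poisson resamples, and shares of cells with exact Clopper-Pearson 95% intervals. All intervals and limits cover counting error only, not the variation between cells or between mice, and are too narrow for either. Where no UMI was seen, or no cell passed, the limit that 3 counts allow is given. To compare shares of cells at equal depth, each cell was thinned to 3000 UMIs without replacement and the share was averaged over 100 draws (for the Mmp14 ratio, the counts were averaged), with the interval taken at the nearest whole number of cells. Single draws were used at first and replaced, since they differed widely from each other. No endochondral cell was shallower than 3000 UMIs. Profiles were correlated over genes with at least 50 UMIs in both groups together, as log2 of CPM plus 10. The expected correlation of identical profiles came from 200 sets of simulated Poisson counts.

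Doublets were called with Scrublet in scanpy 1.11.5 at an expected rate of 6%, which marked 3.54% of barcodes. The study names no doublet removal, so called doublets were kept in the values reported and left out in an alternative. They included 4 endochondral cells and 0 osteogenic cells.

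Genes reported by name followed a rule fixed before the data were examined. It takes the reporters, Mmp14, Pth1r, each Mmp gene with at least 50 UMIs in endochondral cells, Ptprc, Top2a, Mki67, Birc5, and 5 genes that the study names as differing between the lineages. It adds up to 5 genes higher and 5 lower in HC-derived osteogenic cells, with at least 50 UMIs, seen in at least 20% of cells of the higher group, and ranked by the interval bound nearest 0, with reporters and mitochondrial genes left out. Other genes are named only to define a cluster or to test an explanation.

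The ratios were tested on simulated data drawn from the osteogenic profile for 2596 genes, of which 200 were changed. For HC-derived over non-HC-derived cells, 95.4% of intervals held the true ratio, 94.5% of changed genes had an interval on the true side of 0, and 4.55% of unchanged genes had an interval that left out 0. The simulation has no variation between cells. In a simulation of 2508 cells drawn from the named clusters, 100% of the osteogenic cells were returned to their class; since these profiles came from the clusters themselves, this checks the code and not the naming. The alternatives tried were other gene floors, mitochondrial limits, cluster resolutions, WPRE thresholds, depths, weights of cells, gene minimums, pseudocounts and Ptprc limits, and removal of doublets. Python 3.11.15, scipy 1.17.1, scikit-learn 1.9.0 and numpy 2.4.6 were used.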

Results

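Transcripts were counted in single cells from the tibiae of 3 mice at P56, pooled before sequencing, to ask which cells of the adult bone express Mmp14 and its substrate Pth1r and whether osteogenic cells that descend from HCs differ from those that do not. The 8 labelled samples form 1 group and were deposited as 1 pool, so there are no replicates and no difference below has a replicate check. The pool held 12564 barcodes with 91463572 UMIs. A barcode held between 500 and 103543 UMIs, with a median of 5417, and a mean of 1537 genes. The gene floor kept 4472 barcodes, and 4460 remained after the mitochondrial limit, with a median of 10469 UMIs.

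The 4460 cells formed 38 clusters. Blood cells made up 86.1% of them (95% interval 85.0% to 87.1%, 3839 cells), and 210 cells were of other non-blood types. Endochondral cells numbered 411, or 9.22% (8.38% to 10.1%), with a median of 16720 UMIs. A cluster of 192 chondrocytes was led by Cnmd, Matn3 and Ucma, and another of 122 by Cytl1, Prg4 and Cilp; the former is called Ucma-led and the latter Prg4-led below. A cluster of 41 cells led by Col10a1, Ihh, Matn1 and Pth1r was of hypertrophic chondrocytes. Pre-hypertrophic cells had no marker list of their own and are included in it. The 56 osteogenic cells comprised 32 mature osteoblasts, led by Bglap and Col1a1, and 24 progenitor-like cells, led by Cxcl12, Tnc and Mmp13, with Adipoq and Lepr among their leading genes. Ptprc was seen in 25% of mature osteoblasts and in 12.5% of progenitor-like cells, against 90.2% of neutrophils. Over the alternatives the number of endochondral cells lay between 368, at resolution 2, and 447, at a gene floor of 1000. The Ptprc limit of 25% gave 379 cells and left 24 osteogenic cells, all of them progenitor-like.

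To trace the HC lineage, WPRE, tdTomato and GFP transcripts were counted in each class. WPRE was represented by 4199 UMIs in endochondral cells and tdTomato by 219 UMIs, or 19.2 WPRE UMIs for each tdTomato UMI. Across the 411 endochondral cells, log2 WPRE and tdTomato UMIs gave Pearson's r of 0.755 and Spearman's rho of 0.611; cells are not replicates, and no p-value is given. Thinned to 3000 UMIs, r was 0.478. Of the 78 endochondral cells with more than 14 WPRE UMIs, 74.4% (63.2% to 83.6%) held a tdTomato UMI. The remaining exogenous features totalled 5 UMIs, all of them from CRE.

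The share of cells with more than 14 WPRE UMIs differed between classes. It was 51.2% (35.1% to 67.1%, 21 of 41) in hypertrophic chondrocytes at a median of 33765 UMIs. It was 0.521% (0.0132% to 2.87%, 1 of 192) in the Ucma-led chondrocytes and 23.8% (16.5% to 32.3%, 29 of 122) in the Prg4-led chondrocytes, at medians of 17496 and 12062 UMIs. In osteogenic cells it was 48.2% (34.7% to 62.0%, 27 of 56) at a median of 17157 UMIs, comprising 15 of the 32 mature osteoblasts and 12 of the 24 progenitor-like cells. Neutrophils, which should lack the reporter, passed this threshold in 0 of 1198 cells at a median of 13484 UMIs, which allows a share of up to 0.250%. Over all blood cells 2 of 3839 passed. At a threshold of more than 4 UMIs, the alternative that raised the share most, 69.6% of osteogenic cells were HC-derived, and 73.2% of hypertrophic chondrocytes passed (57.1% to 85.8%, 30 of 41). After thinning, at least 1 WPRE UMI was seen in 67.4% of osteogenic cells (54.0% to 79.7%), 64.0% of hypertrophic chondrocytes (46.9% to 77.9%) and 11.4% of neutrophils (9.69% to 13.4%), so that a single WPRE UMI does not mark a cell.

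**Figure D1:**
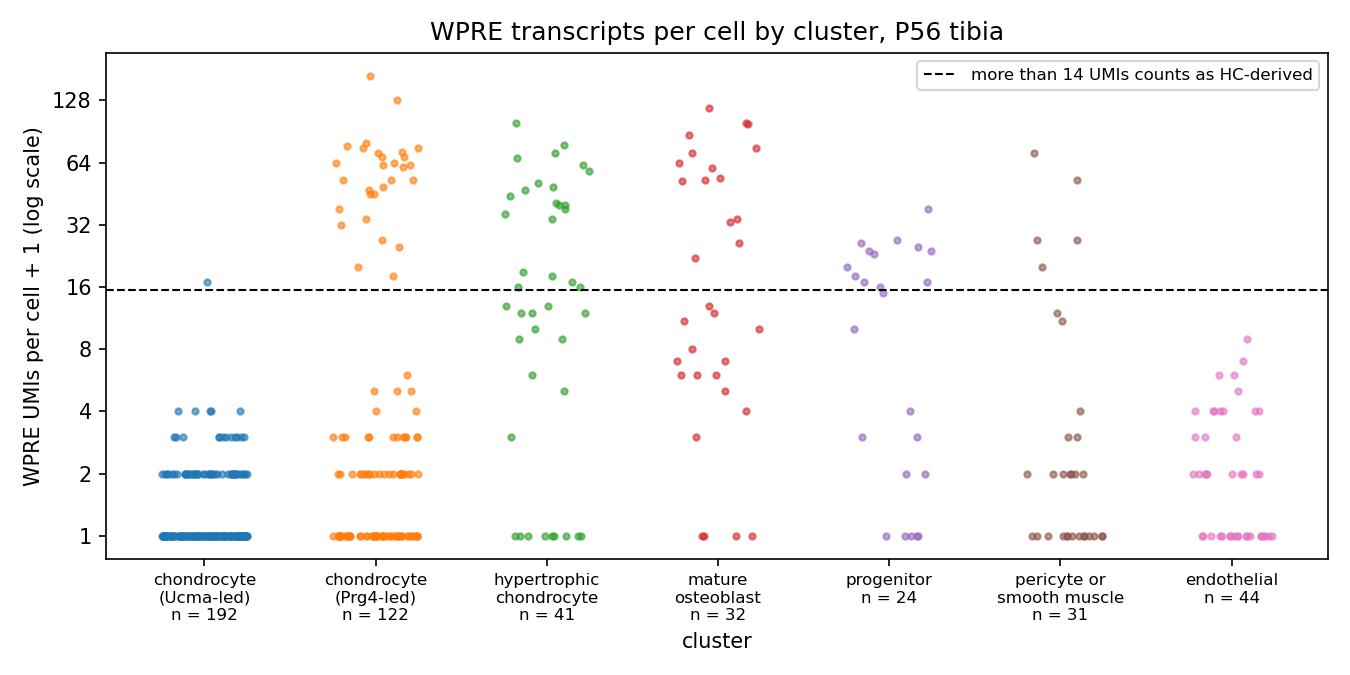
WPRE UMIs per cell plus 1 on a log axis, for cells of 5 endochondral clusters and of the pericyte and endothelial clusters; each point is a cell and the dashed line is the threshold of more than 14 UMIs. Cells above the line are 27 of 56 in the mature osteoblast and progenitor clusters together, 29 of 122 in the Prg4-led cluster and 1 of 192 in the Ucma-led cluster.

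GFP was seen in 41.1% of osteogenic cells (28.1% to 55.0%, 23 of 56). All 23 were mature osteoblasts, of which they made up 71.9% (53.3% to 86.3%), and 0 of 24 progenitor-like cells held a GFP UMI, which allows a share of up to 12.5%. The share in neutrophils was 0.417% (0.136% to 0.971%), at median depths of 17157 UMIs in osteogenic cells and 13484 in neutrophils. Thinned, the shares were 38.2% and 0.148%. GFP was seen in 10 of 15 HC-derived and in 13 of 17 non-HC-derived mature osteoblasts, a difference in the share of cells within the intervals of 38.4% to 88.2% and 50.1% to 93.2%. The amount differed, with 1028 GFP UMIs or 2990 CPM (2810 to 3179) in HC-derived and 5992 UMIs or 11335 CPM (11050 to 11626) in non-HC-derived mature osteoblasts, a log2 ratio of -1.92 (-2.02 to -1.83). Median GFP UMIs per cell were 14 and 238, and a single cell held 29.8% and 27.1% of the UMIs. The share of osteogenic cells fell to 0% of 24 cells under the Ptprc limit of 25%, which leaves out the mature osteoblasts.

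It was next asked where Mmp14 and Pth1r are transcribed. Mmp14 (ENSMUSG00000000957) is a protein-coding gene on the plus strand of chromosome 14, from 54431612 to 54445364 in mm10, and Pth1r (ENSMUSG00000032492) is on the minus strand of chromosome 9, from 110722085 to 110747145. UMIs were counted over the whole gene. Mmp14 was represented by 229 UMIs in osteogenic cells, or 207 CPM (181 to 235), and by 295 UMIs in chondrocytes, or 52.7 CPM (46.8 to 59.1). The log2 ratio was 1.97 (1.72 to 2.23). It was 2.63 when each cell weighed the same and 2.78 under the Ptprc limit of 25%, which moved it most. In hypertrophic chondrocytes Mmp14 was at 24.6 CPM (17.0 to 34.4), lower than in osteogenic cells and in the Ucma-led chondrocytes, which had 70.7 CPM (62.7 to 79.5). In the Prg4-led chondrocytes it was at 9.68 CPM (5.53 to 15.7). Neutrophils had 0.527 CPM (0.241 to 1.00). Outside these classes, fibroblast-like or tendon cells had 170 CPM (150 to 194), seen in 62 of 135 cells, and endothelial cells 147 CPM (113 to 189), seen in 23 of 44. Both were close to the 165 CPM (139 to 194) of mature osteoblasts, but 1 fibroblast-like or tendon cell held 78 of the 239 Mmp14 UMIs of its class. Among blood cells, 25 osteoclasts held Mmp14 at 350 CPM (307 to 398) and Pth1r in 0 UMIs.

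Pth1r was highest among these classes in the hypertrophic cluster, pre-hypertrophic cells included, at 2915 CPM (2825 to 3006). It was at 483 CPM (461 to 505) in the Ucma-led and 56.8 CPM (45.9 to 69.6) in the Prg4-led chondrocytes, at 415 CPM (373 to 460) in mature osteoblasts and at 234 CPM (176 to 304) in progenitor-like cells. The log2 ratio of osteogenic cells to chondrocytes was 0.076 (-0.079 to 0.23), which was not distinguishable from 0 at this depth. The ratio depends on which cells are called chondrocytes. At resolution 0.5 the hypertrophic cells joined the chondrocytes and it was -1.20, and with each cell weighing the same it was 0.54.

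**Figure D2:**
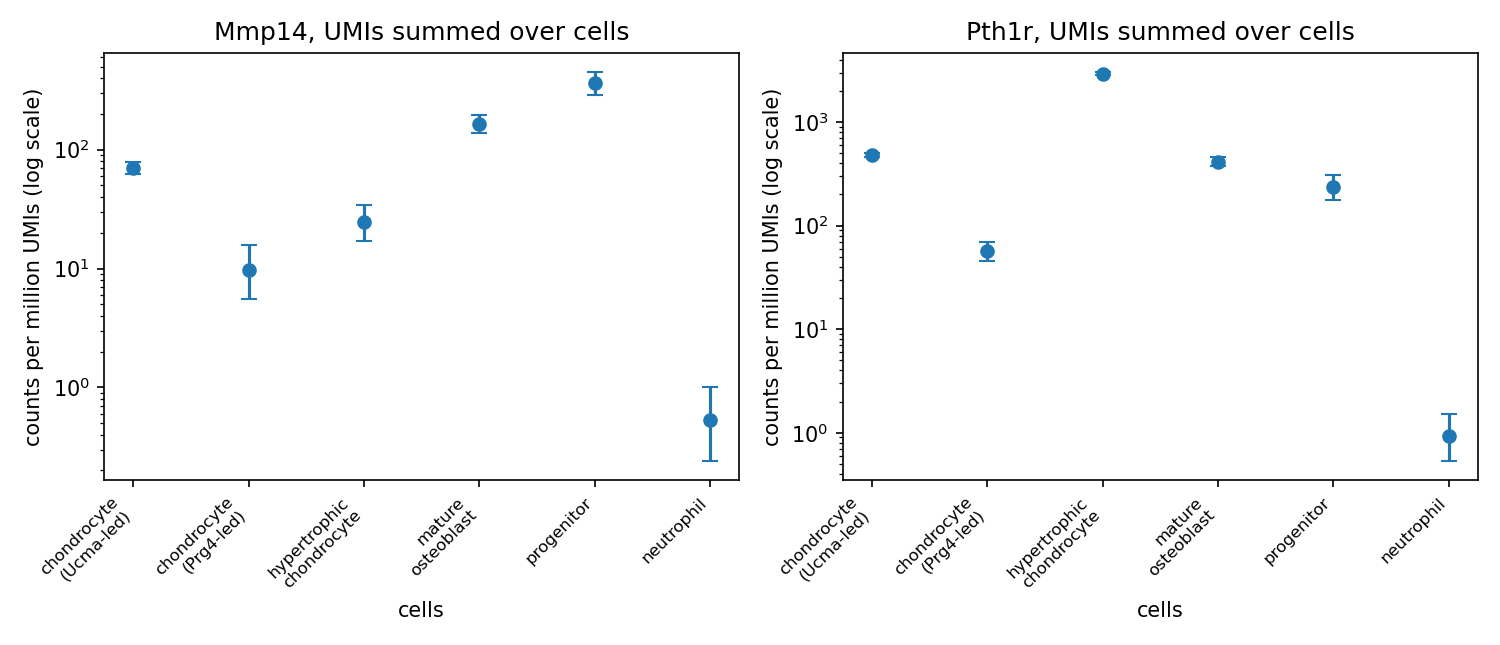
Mmp14 and Pth1r in counts per 1000000 UMIs (CPM) on log axes, summed over the cells of each class, with exact Poisson 95% intervals as bars. Mmp14 lies at 165 CPM in mature osteoblasts and 361 CPM in progenitor-like cells, and Pth1r lies highest in the hypertrophic cluster, which includes pre-hypertrophic cells.

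Of the other Mmp genes, 7 had at least 50 UMIs in endochondral cells (Mmp2, Mmp3, Mmp8, Mmp9, Mmp13, Mmp16 and Mmp23). Mmp13, at 7272514 to 7283331 of chromosome 9, reached 2487 CPM (2289 to 2696) in progenitor-like cells, against 18.3 CPM (10.5 to 29.8) in mature osteoblasts and 205 CPM (182 to 230) in hypertrophic chondrocytes. In the last class 7 of 41 cells held it, and 182 of its 283 UMIs were in 1 cell. Mmp2 was at 472 CPM (428 to 520) in mature osteoblasts and 80.8 CPM (48.6 to 126) in progenitor-like cells. Log2 ratios of osteogenic cells to chondrocytes were 4.05 (3.59 to 4.53) for Mmp23 and 3.51 (3.06 to 3.98) for Mmp16. For Mmp8 and Mmp9 they were 3.26 (2.69 to 3.85) and 1.58 (1.02 to 2.13); neutrophils hold Mmp8 at 211 CPM and Mmp9 at 269 CPM, and osteoclasts hold Mmp9 at 3223 CPM, all above the 68.6 and 40.6 CPM of these genes in osteogenic cells. Mmp8 was seen in 11 and Mmp9 in 8 of the 56 osteogenic cells, so that RNA or mixing of blood cells is not separated from osteogenic expression of either gene. Mmp3 had 270 UMIs in chondrocytes and 0 in osteogenic cells.

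Mmp14 and Pth1r UMIs were both seen in 69.6% of osteogenic cells (55.9% to 81.2%, 39 of 56) and in 0 of 1198 neutrophils, which allows a share of up to 0.250%, at medians of 17157 and 13484 UMIs. After thinning the share was 27.9% (17.3% to 42.2%) in osteogenic cells, 5.82% (3.43% to 8.91%) in chondrocytes and 7.02% (1.54% to 19.9%) in hypertrophic chondrocytes. As deposited, both were seen in 14 of 27 HC-derived and 25 of 29 non-HC-derived osteogenic cells, at medians of 14893 and 18823 UMIs. Thinned, the shares were 17.4% (6.30% to 38.1%) and 37.6% (20.7% to 57.7%), whose intervals overlap.

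The lineages were then compared within the osteogenic cells. Mmp14 was lower in HC-derived cells, with 48 UMIs in 27 cells or 102 CPM (75.3 to 135), than in non-HC-derived cells, with 181 UMIs in 29 cells or 284 CPM (244 to 328). The log2 ratio was -1.47 (-1.96 to -1.01). In mature osteoblasts it was -1.70 (-2.40 to -1.06), with Mmp14 UMIs in 8 of 15 HC-derived and 16 of 17 non-HC-derived cells, and in progenitor-like cells it was -1.55, from 24 UMIs or 190 CPM (122 to 283) in HC-derived and 61 UMIs or 559 CPM (427 to 718) in non-HC-derived cells, with UMIs in 9 of 12 cells of each lineage. Median values per cell were 42.8 and 200 CPM in mature osteoblasts and 128 and 498 CPM in progenitor-like cells. Cells ranged from 0 to 1125 CPM in the HC-derived lineage and from 0 to 2896 CPM in the non-HC-derived lineage. The interval of the ratio does not include this variation. A single cell held 45.8% of the Mmp14 UMIs of the HC-derived progenitor-like cells. All cells of these mice carry 1 floxed Mmp14 allele, which Cre deletes in the HC lineage. Whether the counted 3' tags lie in the deleted part is not given in the sources used here, so that this value does not check the deletion. With each cell weighing the same the ratio was -1.70, which is also what thinning leaves on average. From the mean counts of 100 draws at 3000 UMIs it was -1.77, and the draws lay between -2.90 and -0.98. A single earlier draw, with 4 and 46 UMIs, gave -3.42, which lies outside the range of those 100 and was the largest move among the settings tried.

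**Figure D3:**
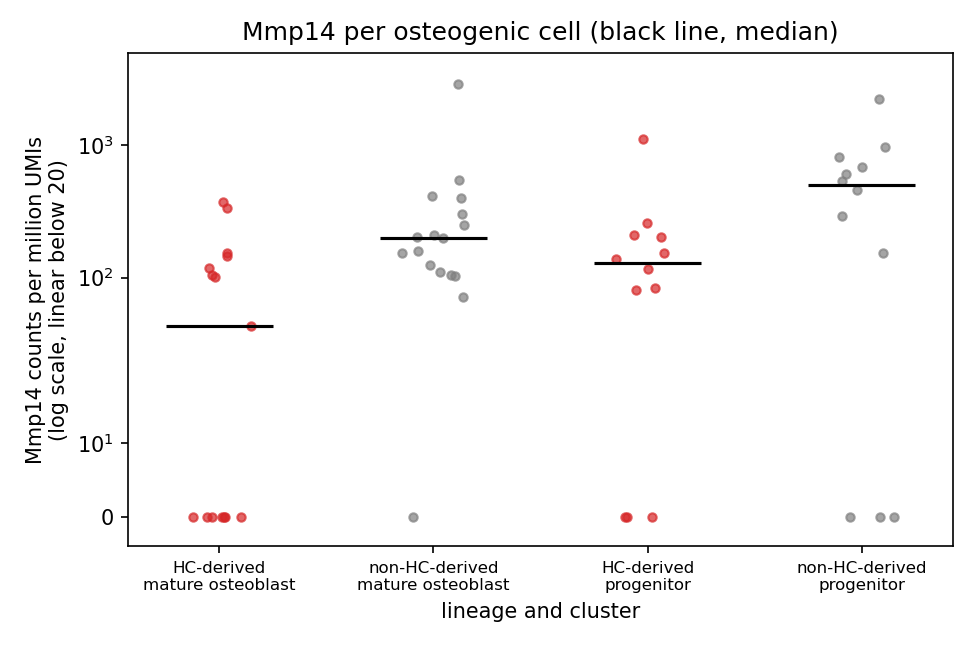
Mmp14 in counts per 1000000 UMIs (CPM) for each of the 56 osteogenic cells, by cluster and lineage, on an axis that is logarithmic above 20 and linear below; each point is a cell and each black line a median. Medians are 42.8 and 200 CPM in HC-derived and non-HC-derived mature osteoblasts, and the ranges overlap.

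Pth1r differed less, with 347 CPM (296 to 404) in HC-derived and 398 CPM (351 to 450) in non-HC-derived cells, and its log2 ratio of -0.20 (-0.49 to 0.090) was not distinguishable from 0. At a gene floor of 1000 it was -0.30 (-0.58 to -0.023), an interval that left out 0, and at a threshold of more than 4 WPRE UMIs it was 0.12 (-0.23 to 0.48). Mmp13 was higher in HC-derived cells at 1.26 (1.02 to 1.51), which became -0.97 at that threshold. The Mmp13 ratio was 0.64 (0.39 to 0.89) within progenitor-like cells, 0.62 (-0.99 to 2.23) within mature osteoblasts and 0.59 with each cell weighing the same. Progenitor-like cells, which held 585 of the 601 osteogenic Mmp13 UMIs, made up 126100 of 469891 HC-derived and 109168 of 637799 non-HC-derived UMIs of all genes.

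Over 2596 genes with at least 50 UMIs, the osteogenic profiles of both lineages correlated at r of 0.927, across genes, which are not independent replicates. The median log2 ratio of these genes was 0.13. Poisson counts from 1 shared profile gave 0.978 to 0.982 in 200 simulations. These leave out variation between cells, which any division of the cells would show, so that the lower r is not evidence of a difference between the lineages. Mature osteoblasts and progenitor-like cells correlated at 0.518. Both lineages mix these 2 clusters, so that the pooled r also reflects the shared mix. Within mature osteoblasts the lineages correlated at 0.881 over 1785 genes, and within progenitor-like cells at 0.792 over 647 genes. The simulated r is for the pooled cells and does not apply to these smaller groups. Of the genes the study names, Ibsp had a log2 ratio of -0.43 (-0.53 to -0.34), Car3 of -0.37 (-0.49 to -0.25), Postn of 1.36 (0.84 to 1.90), Igfbp5 of -0.12 (-0.31 to 0.073) and Col3a1 of -2.78 (-3.33 to -2.27). At a threshold of more than 4 WPRE UMIs, Ibsp, Car3 and Postn changed sign to 0.14 (0.017 to 0.25), 0.64 (0.47 to 0.80) and -0.92 (-1.44 to -0.39). With each cell weighing the same, the ratio was 0.13 for Postn and -0.058 for Car3. Postn rests on few cells, with 42 of its 91 HC-derived and 36 of its 48 non-HC-derived UMIs in 1 cell each, and was at 3.59 when cells were clustered again without called doublets. No osteogenic cell was called a doublet, but 2 left the osteogenic class in that clustering, and 10 non-HC-derived UMIs remained. Igfbp5 was at -1.62, -0.65 and -1.33 at more than 4, 9 and 19 WPRE UMIs, at -0.81 within progenitor-like cells and at 0.59 with the threshold set on the share of a cell's UMIs. By the rule, the genes higher in HC-derived cells were Ndnf, Spp1, D10Wsu102e, Wif1 and Adamts1, with log2 ratios between 1.81 and 3.33. Spp1, at 2.03, fell to 0.23 at a gene floor of 1000 and to 0.11 at more than 4 WPRE UMIs, and D10Wsu102e, at 2.51, fell to 1.51 and 0.86. At more than 4 WPRE UMIs Wif1 was at -0.070, Adamts1 at -0.050 and Ndnf at 1.61, so that of these 5 only the interval of Ndnf left out 0 there. Those lower were Chil3, Lyz2, Col3a1, Il1b and Mgp, with log2 ratios between -4.47 and -2.78. Chil3 was at -1.34 and Lyz2 at -1.25 at more than 9 WPRE UMIs. Col3a1 was at -1.71 without called doublets and at -1.33 under the Ptprc limit of 25%, and Mgp was at -1.73 with the threshold set on the share of a cell's UMIs. Il1b was at 1.07 (-0.069 to 2.46) at more than 4 WPRE UMIs, and the intervals of the other values left out 0. Chil3, Il1b and Lyz2 are among the markers listed for neutrophils or for monocytes and macrophages. Without Chil3 and Il1b, the other 18 neutrophil markers together were at 3090 CPM in HC-derived and 10657 CPM in non-HC-derived cells, a log2 ratio of -1.79 (-1.87 to -1.70). Without Lyz2, the other 15 markers of monocytes or macrophages were at 879 and 939 CPM, a log2 ratio of -0.096 (-0.28 to 0.088), which was not distinguishable from 0. The ratios of Chil3, Il1b and Lyz2 are therefore not separated from RNA of neutrophils in these cells. A single cell held 41.9% of the HC-derived Ndnf UMIs. Of the non-HC-derived UMIs a single cell held 56.1% for Il1b, 48.2% for Col3a1, 45.5% for Mgp and 40.3% for Lyz2. For the others the share lay between 13.8% and 36.5%, and for all 10 genes the ratio without the cell that held most kept its sign.

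Proliferation was scored as UMIs of at least 2 of Top2a, Mki67 and Birc5. It was met by 16.2% of chondrocytes (12.3% to 20.8%, 51 of 314) and by 2 of 56 osteogenic cells, or 3.57% (0.435% to 12.3%). Thinned to equal depth, the shares were 7.35% (4.70% to 10.8%) and 1.38% (0.0452% to 9.55%), whose intervals overlap. Neutrophils met the score in 59.2% of cells, or 41.6% thinned, and so give no background for it. The class so named includes a cluster of 233 cells led by Elane, Prtn3, Ctsg and Mpo, so that it does not stand for mature neutrophils alone. Pericyte-like cells met it in 0 of 31, which allows a share of up to 9.68%, at a median of 7448 UMIs against 17157 in osteogenic cells and 14828 in chondrocytes. The share in osteogenic cells was not separable from this limit.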

Values the study reported

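The study reported 430 endochondral cells at P56, which averaged 1702 genes per cell. It placed 31.6% of its P56 osteogenic cells in the HC lineage, and a legend counts 95 such cells at P56. Proliferating chondrocytes were given as 42 of 408 cells at P56. It stated that more than 75% of each lineage expressed both Mmp14 and Pth1r, without giving the ages separately. Over osteogenic cells of both ages together, it listed 38 genes that differed between the lineages, 10 of them higher in HC-derived cells and 28 higher in the others. Its WPRE threshold of 14 was set to give the share of tdTomato-positive HCs found by experiment, about 75%, and also fell at a saddle point of the WPRE distribution. For both Pth1r and Mmp14, it marked the difference between the lineages in osteoblasts as not significant, and the legend names neither the test nor the ages.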

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

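The tests in this part were chosen after the result was seen. For that of progenitor transcripts in the pericyte-like cells, the prediction was written before its own outcome. Each result below is a signal in data that the comparisons above do not use.

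Exogenous UMIs were present in barcodes outside the list of cells. WPRE had 908 UMIs there, GFP had 227 and tdTomato had 17, each above the limit of 3 counts. Free reporter RNA in the droplets may account for them, since 96.4% of the barcodes with a WPRE UMI held exactly 1, although the highest held 6. Small or broken cells below the total at which barcodes were listed remain open, as mouse genes of these barcodes were not analysed here. No biological explanation was tested.

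CRE had 5 UMIs in cells. Reads spread over all cells in proportion to their UMIs are argued against, since 4 of the 5 fell on the 41 hypertrophic chondrocytes, which hold 1.51% of all UMIs. Transcription of Cre from Col10a1 in these cells is the design's own explanation and may hold, but 5 UMIs are few, and it was not tested further.

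Among 31 pericyte-like or smooth muscle cells, led by Acta2, Tagln and Rgs5, 5 held more than 14 WPRE UMIs. Free reporter RNA is argued against by the share of 16.1% (5.45% to 33.7%), against 0.0521% of blood cells (0.0063% to 0.188%). Endothelial cells had 0 of 44 past this threshold, which allows a share of up to 6.82%, and so they do not exclude it. Mixing with labelled progenitor-like cells is argued against by Adipoq, Lepr and Cxcl12, which together were at 54.9 CPM in the 5 cells and 81.4 CPM in the rest, against 15825 CPM in progenitor-like cells. The 5 cells held WPRE at 5298 CPM, above the 1280, 3864 and 2708 CPM of labelled hypertrophic chondrocytes, Prg4-led chondrocytes and mature osteoblasts. Even if they were wholly of such cells, 1081 UMIs of Col10a1 and Ibsp from the first, 208 from the second, or 199 of Ibsp and Car3 from the third would be needed, and 0 were seen, which argues against mixing with each. Descent of some of these cells from the HC lineage, or Cre activity outside it, may explain the label and was not tested.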

How the results depend on the processing

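No paired analysis was possible because the deposited matrices pool all cells and no result comes from a test between samples. Leaving out a replicate was not possible for the same reason. Alternatives added after the data were seen were the Mmp14 and Pth1r ratios thinned to 3000 UMIs, the Mmp14 ratio without the top cells, without Ptprc-bearing cells and within each osteogenic cluster, and the addition of pericyte-like cells. Values without a test were taken as unmoved within their 95% interval, counts within 1.5-fold and correlations within 0.1, the last a tolerance set here. Of 140 values of the 11 comparison results under alternatives, 116 stayed within these limits and 24 moved. Among these 24 moves, 5 changed the sign of a Pth1r ratio whose own interval held 0. Of 271 values for single genes, 211 stayed, 50 moved and 10 reversed a ratio whose interval left out 0. In all, 17 changed sign, of which 7 started from an interval that held 0 (5 of Ptprc, 1 of Mmp9 and 1 of Igfbp5).

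The log2 ratio of Pth1r between lineages, not distinguishable from 0 as reported, was -0.30 (-0.58 to -0.023) at a gene floor of 1000. The cause was not tested.

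The number of endochondral cells stayed between 368 and 447. The log2 ratio of Mmp14 in HC-derived over non-HC-derived osteogenic cells was below 0 under each of its alternatives, from -3.42 to -1.32. The -3.42 came from 1 thinning draw with 4 UMIs in HC-derived cells, and lies outside the range of the 100 draws that replaced it, from -2.90 to -0.98. The naming rule left 103 non-blood cells unnamed at a gene floor of 2000 and 43 at resolution 2. Adding the pericyte-like cells to the osteogenic set gave an HC-derived share of 36.8% of 87 cells.

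The Ptprc limit of 25%, which had been fixed before the data were examined, leaves out the mature osteoblasts by construction. Under it the GFP share of osteogenic cells was 0%, log2 ratios of osteogenic cells to chondrocytes were 2.78 for Mmp14 and -0.61 for Pth1r, the profile correlation was 0.792, and the Mmp2 ratio between lineages changed sign to 2.88, on 17 and 2 UMIs. Under it Mmp9 also changed sign, from -0.86 to 1.17 on 13 and 5 UMIs, and Ptprc from 0.054 to -0.21, each with an interval that held 0. Car3, at -0.37 as reported, had 9 HC-derived UMIs, all in 1 cell, and 0 non-HC-derived UMIs under it. Its ratio there has no value, but its lower bound was 0.77, on the other side of 0. The Mmp14 ratio between lineages was -1.55.

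The log2 ratio of Pth1r in osteogenic cells to chondrocytes moved to -1.08 at a gene floor of 1000, -1.24 without called doublets and -1.20 at resolution 0.5. In each of these settings 0 cells formed a hypertrophic cluster of their own, and those cells, rich in Pth1r, counted as chondrocytes. With each cell weighing the same, the ratio was 0.54 for Pth1r and 2.63 for Mmp14; the cause was not tested.

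At a threshold of more than 4 WPRE UMIs the HC-derived share was 69.6% and the Pth1r ratio between lineages was 0.12. Signs changed there for Mmp13 (-0.97), Mmp2 (0.29), Ibsp (0.14), Car3 (0.64), Postn (-0.92), Wif1 (-0.070), Adamts1 (-0.050) and Il1b (1.07). For Car3 it also changed at more than 9 UMIs (0.35). At more than 4 UMIs, 24 blood cells passed, against 2 at more than 9. The cause of the sign changes was not tested.

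Thinning lowers shares by construction. The draws here are other ones than those behind the thinned shares above, so that values at 3000 UMIs differ slightly. Values at 5000 UMIs rest on fewer cells than those at 3000 and 2000, namely 54 osteogenic cells, 309 chondrocytes and 404 endochondral cells. At 3000, 2000 and 5000 UMIs the share of osteogenic cells with more than 14 WPRE UMIs was 2.16%, 0.196% and 13.1%. The share with both Mmp14 and Pth1r was 27.3%, 18.1% and 41.9%, that of chondrocytes with proliferation genes was 7.22%, 5.33% and 10.0%, and the WPRE and tdTomato correlation was 0.478, 0.403 and 0.567. Depth therefore limits each of these shares, and their values hold only at the depth given.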

Other observations

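The tests in this part were chosen after the result was seen. For those of depth and of a single cell as the cause of the Mmp14 difference, and of cells mixed with blood cells, the prediction was written before their own outcome.

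Mmp14 was lower in HC-derived than in non-HC-derived osteogenic cells. The study marked this difference as not significant, in osteoblasts whose ages its legend does not give. The intervals here cover counting error only, so that they are no test against the variation between cells or mice. A difference in depth is argued against as the whole cause. Stratified over cells at or below and above the median UMIs of each osteogenic cluster, the log2 ratio was -1.81 (-2.32 to -1.36), and Mmp14 CPM was lower in HC-derived cells in each of these 4 depth groups. Without the cell with the most Mmp14 UMIs in each lineage the ratio was -1.76 (-2.32 to -1.23), so that 1 cell does not carry it. Stratified over mature osteoblasts and progenitor-like cells it was -1.64 (-2.14 to -1.20), which argues against a different mix of them. Without the 11 cells that hold a Ptprc UMI it was -1.38 (-1.91 to -0.88), which argues against mixing with blood cells. Free RNA is argued against by 0.527 CPM of Mmp14 in neutrophils. Osteoclasts hold Mmp14 at 350 CPM, but their 7 listed markers, 0 of them in another list and 2 of them seen in HC-derived cells, were at 13425 CPM in osteoclasts, 152 CPM in non-HC-derived and 202 CPM in HC-derived cells. At that level osteoclast RNA would bring 3.97 CPM of Mmp14 into non-HC-derived cells, or 4.84 at the upper bound, against a difference of 182 CPM. Acp5, the most abundant of the markers, was at 7053 CPM in osteoclasts and 4.70 CPM in non-HC-derived cells. Monocytes or macrophages hold Mmp14 at 9.29 CPM and would bring 0.884 CPM by their 16 markers, of which 1 is in another list and 10 were seen in HC-derived cells. Lyz2, the most abundant, was at 15628 CPM in them, 1231 CPM in non-HC-derived and 93.6 CPM in HC-derived cells. The other 15 of these markers were at 939 and 879 CPM, a difference not distinguishable from 0. Of 842 genes within 2-fold of Mmp14 in UMIs, 13 had a lower ratio, or 1.54%. Variation between cells and between the 3 pooled mice remains open, since neither can be tested in 1 pool. A candidate explanation is loss of the floxed allele in the Cre lineage. It predicts lower Mmp14 in labelled cells of the other clusters too, where the stratified log2 ratio was -0.11 (-0.94 to 0.67), on 23 and 41 UMIs. These counts are too few to decide, and the explanation cannot be told apart from a difference between the lineages themselves.

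More than 14 WPRE UMIs were found in 29 of the 122 Prg4-led chondrocytes, though in 1 of the 192 Ucma-led ones. Free RNA is argued against by 0.0521% of blood cells past the threshold. Greater depth is argued against by the medians of 12062 UMIs in the Prg4-led and 17496 UMIs in the Ucma-led cells. Doublets with cells of the hypertrophic cluster are argued against by Ihh. It was seen in 0% of the 29 cells (0 of 29, which allows up to 10.3%) but in 95.1% of that cluster. The study lists Ihh as a marker of pre-hypertrophic cells, so that doublets with later hypertrophic cells that lack Ihh are not excluded. Nor was it tested whether the 29 cells are themselves later hypertrophic cells. Transcription of Col10a1, and so of Cre, in the Prg4-led cells may explain the label. Of those with a Col10a1 UMI, 66.7% passed the threshold (49.8% to 80.9%, 26 of 39), against 3.61% of those without (0.752% to 10.2%, 3 of 83). The Prg4-led cluster held Col10a1 at 1438 CPM (1381 to 1497) and Ibsp at 4950 CPM (4843 to 5059), so that its name as chondrocytes covers cells with transcripts of other classes. If Cre is transcribed there in cells other than growth plate HCs, the WPRE label in this pool would not mark descent from growth plate HCs alone. This is a hypothesis from the data it was tested on.

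The files hold 12564 barcodes, of which the study's gene floor leaves 4472, and 411 cells were endochondral here. The study's own number of endochondral cells is quoted above. The mean number of genes per endochondral cell here was 3630. That is higher than the value quoted from the study above. The cause was not tested. The HC-derived share here was taken over 56 osteogenic cells and was 48.2%. The value quoted above was taken over the study's own set of P56 osteogenic cells, whose number is quoted beside it. The share of chondrocytes with proliferation genes here was taken over 314 cells, while the denominator quoted above is not given as chondrocytes alone, so that the shares have unlike denominators. Both Mmp14 and Pth1r were seen in 51.9% of HC-derived cells here (14 of 27) and in 86.2% of non-HC-derived cells (25 of 29), at P56 alone, while the statement quoted above was made for osteoblasts of the study, whose lineage comparison combined both ages. Cell classes were rebuilt here, so that differences can come from the names.

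The study may have counted pericyte-like cells among its progenitors. Of 6 progenitor markers it names, 3 were at no less than 0.5 times the progenitor-like level in the pericyte-like cluster (Steap4, Col4a1 and Col4a2), and Vcam1, Lpl and Grem1 were lower. With pericyte-like cells added, the HC-derived share was 36.8% (32 of 87). Since the study's cell classes were not used here, this cannot be told apart from other differences in naming.

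Ibsp and Car3 were lower, and Postn higher, in HC-derived osteogenic cells here, with log2 ratios of -0.43, -0.37 and 1.36. The study named them in the opposite directions, over cells of both ages together, whereas these ratios are of summed UMIs at P56 alone. Col3a1, at -2.78, went in the direction the study named, and Igfbp5, at -0.12, was not distinguishable from 0. Igfbp5 went in the study's direction at more than 4, 9 and 19 WPRE UMIs (-1.62, -0.65 and -1.33). It did so too at a gene floor of 1000 (-0.36, -0.54 to -0.18) and with each cell weighing the same (-0.45). It went the opposite way with the threshold set on the share of a cell's UMIs (0.59), so that its direction depends on how the lineages are called. With each cell weighing the same, Ibsp was at -0.38, Car3 at -0.058 and Postn at 0.13, so that Car3 and Postn then lay near 0. The signs of Ibsp, Car3 and Postn changed at a threshold of more than 4 WPRE UMIs, to 0.14, 0.64 and -0.92. All 5 genes then lay in the named directions. Postn had 91 HC-derived and 48 non-HC-derived UMIs at both thresholds, so that its sign changed only through the total UMIs of each lineage. Of these 48 UMIs, 36 were in 1 cell, so that the match of Postn rests largely on that cell. The study set its threshold to match a share of labelled HCs, which is quoted above and was determined by experiment. In the hypertrophic cluster here, 51.2% of 41 cells passed at more than 14 UMIs and 73.2% at more than 4. If this calibration were applied to the cluster, more than 4 UMIs would be taken among the thresholds tried, the one at which all 5 directions match. The cluster includes pre-hypertrophic cells, so that its denominator is unlike the quoted one, and 24 blood cells passed at more than 4 UMIs against 2 at more than 14. Which threshold separates the lineages better was therefore not settled. The Mmp14 ratio at more than 4 UMIs was -1.58 (-1.97 to -1.19).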
